A study of Caenorhabditis elegans with 24 samples. Its data were reported in "A transgenerational role of the germline nuclear RNAi pathway in repressing heat stress-induced transcriptional activation in C. elegans" (2016).

How the data were processed

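Small RNA-seq was performed on whole young adult animals of the C. elegans strain N2 (WT) and of the hrde-1(tm1200) mutant over 12 successive generations, at 15 °C, then 23 °C, then 15 °C again. Synchronised L1 larvae were grown on plates with OP50 bacteria, and per the labels adults were collected 114 to 120 h after L1 release at 15 °C and 50 to 55 h after it at 23 °C. Small RNA was enriched with a column kit, and libraries were made by linker ligation with phosphatase and polynucleotide kinase treatment, which captures siRNAs whatever the phosphate at their 5′ end. There was 1 library per genotype and generation, 24 in all.

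The deposited values are RPKM (reads per kilobase of transcript and per 1e6 reads), 1 per mRNA and library. Per the study's methods, the authors aligned the reads to the mRNA database of WormBase release WS190 with Bowtie 0.12.7, used only perfect alignments on the antisense strand, and divided the reads of each gene by the total reads and by the exon length. How the authors treated reads that match several genes is not given in the sources used here, so that values of near-identical family members (F-box, MATH, major sperm protein and histone genes, among others) are uncertain where such genes share siRNAs. The table held 20911 transcripts of 20167 genes. No value was exactly 0. Instead, low values of a library lay at multiples of 1 smallest value scaled by length, with 92.2% of them on whole and 96.0% on whole or 0.5 steps at a tolerance of 0.1 step (7887 low transcripts). The values are as if 1 read had been given to every gene, a floor that the methods do not mention, and 1778 transcripts never rose above it. If 1 step is 1 read, it gives the total of reads behind the RPKM of each library, from 300600 to 1053500, here called its depth. These totals lie far under the average number of sequenced tags per small RNA library that the study states. Which reads they count is not given in the sources used here, so that depths and read numbers below are inferred. Since the floor in RPKM is higher in shallow libraries, genes with few siRNAs shift with depth, and the medians of all genes are given for this reason.

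Values were used as deposited, as log2(RPKM + 1). For the 616 genes with several transcripts the one with the highest mean was kept, and the 19839 genes with a mean of at least 1 RPKM over the 24 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, two-sided moderated test). Unlike the authors' count-based test of mRNA, no count model was used since the values are RPKM. Genotypes were compared per phase in a model with 8 means (2 genotypes and 4 phases). Temperatures were compared in a second model with 8 means (15C, 23C-G1 alone, 23C-G2 to G6 and p15C in each genotype), with interaction contrasts for the difference between genotypes. Slopes were fitted to the 12 libraries at 23 °C. Genes were called at a fold of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.1, and slopes at that p without a fold minimum.

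Gene lists were written from the study's text (high-stringent NHGs, LTR-linked NHGs and cumulative NHGs) and from background knowledge (spermatogenesis, oocyte and early embryo, mitotic and meiotic germline, RNAi pathway, ERGO-1-class loci, histones, ribosomal proteins, heat shock, intestine, muscle, epidermis and cuticle, neuron, F-box, MATH and BATH, C-type lectins, and the 2 temperature controls). The germline and tissue lists mark cell types that whole animals hold. Lists with at least 3 measured genes were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and fry beside it, adjusted over all 180 tests. The same was done among the 7412 genes with a mean of at least 5 reads. In simulated data without any effect 27 of 180 list tests passed over all genes and 0 of 170 over genes of at least 5 reads. A list is therefore described as changed where it passed both ways. The simulated genes were drawn independently, so these counts cannot show false passes that come from correlation between genes. For that reason the adjusted p with an estimated correlation is to be read beside each such list. Lists that passed over all genes only are not described as changed, and not all of them are named. Shares of genes on X were compared by Fisher's exact test.

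The named genes are the 10 called genes per phase and direction, and the 5 per other comparison and direction, with the largest absolute log2 fold change among genes with a mean of at least 10 RPKM and no overlap between the libraries compared (no overlap was asked of interactions and slopes). hrde-1, hsp-16.48, fat-7 and the cumulative NHGs were added in every comparison, as were up to 4 members of each passing list.

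Chromosomes and positions were taken from the WBcel235 annotation by gene name, since no WS190 annotation was used here. They were found for 97.1% of the tested genes and are not those of WS190. Tables and plots were made with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

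The tests were run on simulated data for the same genes, with 200 of them changed, all taken from genes of at least 5 reads. Every gene was given the same dispersion (0.00997), the median of well-covered genes. The shares called thus do not hold for genes under 5 reads, and neither they nor the false calls cover genes of wider spread. A log2 effect of 2 was called in 86% of cases in phase I, 88% in phase II, 90% in phase IV, 92% for temperature in WT, 94% in the mutant, 88% for the return to 15 °C in either genotype and 66% for the temperature interaction. A slope difference of 0.8 was called in 68%, and one of 0.4 in 18%. Unchanged genes were called 241 times for temperature in the mutant, of which 225 had fewer than 5 reads, and 92 times for the return to 15 °C in WT, of which 89 had fewer than 5 reads. Both comparisons set libraries of unequal depth against each other.

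The alternatives were pseudocounts of 0.1 and 10 RPKM, no filter, a minimum of 10 RPKM, median-ratio scaling, every transcript, only the libraries of a comparison, the generation as a block, 23C-G1 counted with G2 to G6, and each library left out in turn. After seeing the data, a minimum of 5 reads, removal of the read floor, median-ratio scaling over genes of at least 5 reads, leaving out the library of each genotype and phase that stood furthest, and over 0.6 log2, from the phase mean in spermatogenesis siRNAs, and counting once genes of at least 5 reads with the same values in every library were added.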

Results

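Small RNAs antisense to mRNAs were measured in whole young adult Caenorhabditis elegans of the wild-type strain N2 (WT) and of the hrde-1(tm1200) mutant, which lacks a germline nuclear Argonaute protein that binds siRNAs. Both strains were kept for 12 generations, of which 3 were at 15 °C (15C-G1 to G3), 6 at 23 °C (23C-G1 to G6) and 3 again at 15 °C (p15C-G1 to G3). Each generation gave 1 library per genotype, so that 24 libraries from 1 lineage per genotype were available. The p-values of single genes measure only the spread between successive generations of that lineage. Those of list tests set a list against other genes, and those of Fisher's exact test treat genes as independent units. The generations were grouped into phase I (15C-G1 to G3), phase II (23C-G1 to G3), phase III (23C-G4 to G6) and phase IV (p15C-G1 to G3), with n = 3 libraries per genotype in each. These phases are those of the study. Total reads implied by the step size of low values ranged from 300600 (WT 23C-G4) to 1053500 (WT p15C-G2). A single read over 1 kb of transcript was thus worth 0.949 to 3.33 RPKM, and 24.6 to 43.2% of the transcripts in a library sat at this floor. After 1 transcript was kept per gene, 19839 genes were tested, of which 7412 had a mean of at least 5 reads. Where no transcript length could be matched, reads were reckoned as if the lowest library held 1 read, which can understate them. C44B12.6, with a mean of 193 RPKM, was given 4.23 reads in this way, and rft-1 10.6. For such genes the class of reads and the removal of the read floor are unreliable. Fold changes are given on the log2(RPKM + 1) scale, which understates the change of genes with few siRNAs, and errors are SD for RPKM and SE for log2 fold changes.

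The siRNAs of the mutated gene were examined first. siRNA over hrde-1 (C16C10.3, chromosome III, 4172337 to 4176159 on the minus strand of WBcel235) lay between 250 and 321 RPKM in all 12 WT libraries and between 119.4 and 164 RPKM in all 12 mutant libraries. The phase means were 300 ± 21.5 RPKM in WT and 153 ± 9.3 RPKM in the mutant in phase I, and 287 and 134 RPKM in phase IV. The log2 fold change was −0.96, −0.96, −0.88 and −1.09 in phases I to IV, which passed the 2-fold minimum in phase IV only. A temperature control, hsp-16.48, which encodes a small heat shock protein, had 10.7, 39.5, 90.3 and 10.5 RPKM of siRNA in phases I to IV of WT and 7.41, 62.0, 97.2 and 3.93 RPKM in those of the mutant. The other control, the fatty acid desaturase gene fat-7, stayed near the read floor in every phase and was not called in any comparison.

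To examine the effect of the hrde-1 mutation, the mutant was compared with WT in each phase. In phase I, before any heat, siRNAs of 738 genes were higher and those of 813 genes lower in the mutant. The largest gains were at Y61A9LA.7, with 549 ± 96.8 RPKM in the mutant against 7.97 ± 3.74 in WT (log2 fold change 6.03 ± 0.30), at F16B4.4 (5.70 ± 0.37) and at C18H2.4 (5.64 ± 0.39). ZK673.4 (5.59 ± 0.30), the cuticlin-like gene cutl-14 (5.55 ± 0.39), the SET domain gene set-18 (5.53 ± 0.29), the serpentine receptor gene srsx-25 (5.50 ± 0.23), the ciliary BBSome gene bbs-5 (5.50 ± 0.27), the ground-like gene grl-10 (5.49 ± 0.35) and M88.4 (5.44 ± 0.39) followed. The largest losses were at F19B2.6, with 3.14 ± 2.02 RPKM in the mutant against 191 ± 28.7 in WT (−5.69 ± 0.35), and at trp-4, a mechanosensory TRPN channel gene, with 1.15 ± 0.15 against 103.8 ± 19.39 RPKM (−5.59 ± 0.24). The ether lipid synthesis gene ads-1 (−5.18 ± 0.25), the body length gene lon-8 (−5.16 ± 0.39), E02H9.9 (−5.15 ± 0.34), the kinase genes dlk-1 (−5.13 ± 0.20) and cdk-14 (−5.11 ± 0.38), K09F6.6 (−5.02 ± 0.41), Y73B3A.7 (−5.01 ± 0.32) and the NAD kinase gene nadk-1 (−4.95 ± 0.46) also fell. Of the 7412 genes of at least 5 reads, called or not, 34.9% showed no overlap between the 3 libraries of each arm, where chance alone gives 10%. With a pseudocount of 10 RPKM, 475 genes were higher and 439 lower. The split moved to 1128 higher and 509 lower with median-ratio scaling and to 953 and 679 with the read floor taken off.

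At 23 °C, siRNAs of 496 genes were higher and those of 635 lower in the mutant in phase II, and 531 and 630 in phase III. In phase II the xanthine dehydrogenase gene xdh-1 had 149 ± 53.9 RPKM in the mutant against 0.74 ± 0.45 in WT (6.39 ± 0.30). F16B4.4 (6.22 ± 0.37), the intraflagellar transport gene ift-20 (5.68 ± 0.45), the hedgehog-related gene wrt-5 (5.52 ± 0.33), Y61A9LA.7 (5.48 ± 0.30), bbs-5 (5.43 ± 0.27), grl-10 (5.37 ± 0.35), the UDP-glucuronosyltransferase gene ugt-22 (5.14 ± 0.33), the SMAD gene sma-2 (5.05 ± 0.30) and ZK228.4 (4.93 ± 0.59) were higher as well. Losses in phase II were led by trp-4, with 0.997 ± 0.50 against 171 ± 29.2 RPKM (−6.44 ± 0.24), followed by abhd-14 (−5.46 ± 0.38), the nudix hydrolase gene ndx-2 (−5.45 ± 0.44), T28D6.4 (−5.40 ± 0.30), Y37H2B.1 (−5.09 ± 0.27), the synaptic gene rimb-1 (−5.06 ± 0.27), the P-type ATPase gene catp-1 (−4.99 ± 0.28), C06B8.7 (−4.86 ± 0.26), E02H9.9 (−4.82 ± 0.34) and ads-1 (−4.72 ± 0.25). In phase III, ugt-22 (6.13 ± 0.33), F16B4.4 (5.98 ± 0.37), grl-18 (5.98 ± 0.45), D2045.5 (5.78 ± 0.40), the acid sphingomyelinase gene asm-3 (5.72 ± 0.40), ZK228.4 (5.66 ± 0.59) and ZK228.10 (5.53 ± 0.40) gained most, with 192 ± 94.8 RPKM against 1.83 ± 0.60 at grl-18. The same direction was seen at Y61A9LA.7 (5.35 ± 0.30), W03G1.2 (5.34 ± 0.38) and grl-10 (5.23 ± 0.35). In that phase trp-4 (−6.06 ± 0.24), ndx-2 (−5.16 ± 0.44), rimb-1 (−5.09 ± 0.27), T28D6.4 (−5.02 ± 0.30), W03F11.5 (−4.98 ± 0.39), catp-1 (−4.86 ± 0.28) and ads-1 (−4.85 ± 0.25) lost most. Of all genes of at least 5 reads, 31.1% in phase II and 32.3% in phase III had no overlap between the arms, against 10% by chance.

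After the return to 15 °C, siRNAs of 724 genes were higher and those of 862 lower in the mutant (phase IV), which turned to 814 and 731 with median-ratio scaling. D2045.5 had 336 ± 37.6 RPKM in the mutant against 3.57 ± 0.85 in WT (6.21 ± 0.40), and grl-18 had 456 ± 99.2 against 9.17 ± 6.39 RPKM (5.64 ± 0.45). C25H3.15 (5.66 ± 0.38), F16B4.4 (5.51 ± 0.37), Y62E10A.3 (5.48 ± 0.48), the calponin-like muscle gene unc-87 (5.31 ± 0.30), Y53H1B.2 (5.30 ± 0.39), grl-10 (5.26 ± 0.35), cutl-14 (5.25 ± 0.39) and bbs-5 (5.21 ± 0.27) were higher too. Losses were found at trp-4 (−5.48 ± 0.24), Y81B9A.1 (−5.16 ± 0.32), the cadherin gene cdh-12 (−4.98 ± 0.19), Y73B3A.7 (−4.87 ± 0.32), K09F6.6 (−4.70 ± 0.41), T28D6.4 (−4.63 ± 0.30), cdk-14 (−4.57 ± 0.38), F19B2.6 (−4.54 ± 0.35) and ads-1 (−4.37 ± 0.25). glit-1, which codes for a gliotactin homolog, had 9.90 ± 7.39 RPKM against 183 ± 23.7 in WT (−4.37 ± 0.38). No overlap between arms was seen at 41.7% of all genes of at least 5 reads (10% by chance).

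Over the 4 phases together (n = 12 libraries per genotype), 536 genes were higher and 636 lower in the mutant. F16B4.4 had 447 ± 171 RPKM against 7.04 ± 4.86 (5.85 ± 0.19) and Y61A9LA.7 had 784 ± 171 against 21.4 ± 12.9 RPKM (5.34 ± 0.15). D2045.5 (5.48 ± 0.20), grl-10 (5.34 ± 0.18) and ift-20 (5.32 ± 0.23) came next. On the other side, trp-4 had 1.29 ± 0.49 against 138 ± 41.1 RPKM (−5.89 ± 0.12), followed by T28D6.4 (−4.85 ± 0.15), ads-1 (−4.78 ± 0.13), ndx-2 (−4.74 ± 0.22) and catp-1 (−4.68 ± 0.14). Genes called in all 4 phases numbered 270 among the higher and 260 among the lower ones, of 1252 and 1434 called in any phase. The phases share no libraries. Phases I and IV had 511 lower genes in common where 35.3 were expected from independent lists, and phases III and IV shared 395 higher genes where 19.38 were expected. Expected numbers here and below take all tested genes as equally likely to be called, which makes them too low. With the read floor taken off, the mean of the 4 phases called 1909 genes. When the test was limited to genes with a mean of at least 5 reads, the higher and lower genes numbered 669 and 601 in phase I, 439 and 527 in phase II, 470 and 564 in phase III, and 553 and 662 in phase IV.

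The chromosomes of these genes were then compared. Of the 19256 tested genes on nuclear chromosomes, 13.3% were on X, but X held 2.07, 3.70, 3.1 and 1.13% of the genes with more siRNA in the mutant in phases I to IV. With 1 library left out these shares ranged from 1.504 to 3.16, 2.40 to 4.71, 1.89 to 3.87 and 0.65 to 1.32%. Among the genes with less siRNA, the X share was 24.8, 24.8, 26.7 and 29.3%. Odds ratios for X were 0.133, 0.245, 0.205 and 0.0717 among the higher genes and 2.24, 2.22, 2.46 and 2.87 among the lower ones. All 8 tests passed (Fisher's exact test, two-sided, adjusted p from 5.87e-34 to 5.44e-13). These p-values take genes as the units and do not measure the spread between generations. Among genes with at least 5 reads, of which 8.4% were on X, the share was 0.585 to 2.51% among higher and 27.3 to 31.6% among lower genes.

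**Figure D1:**
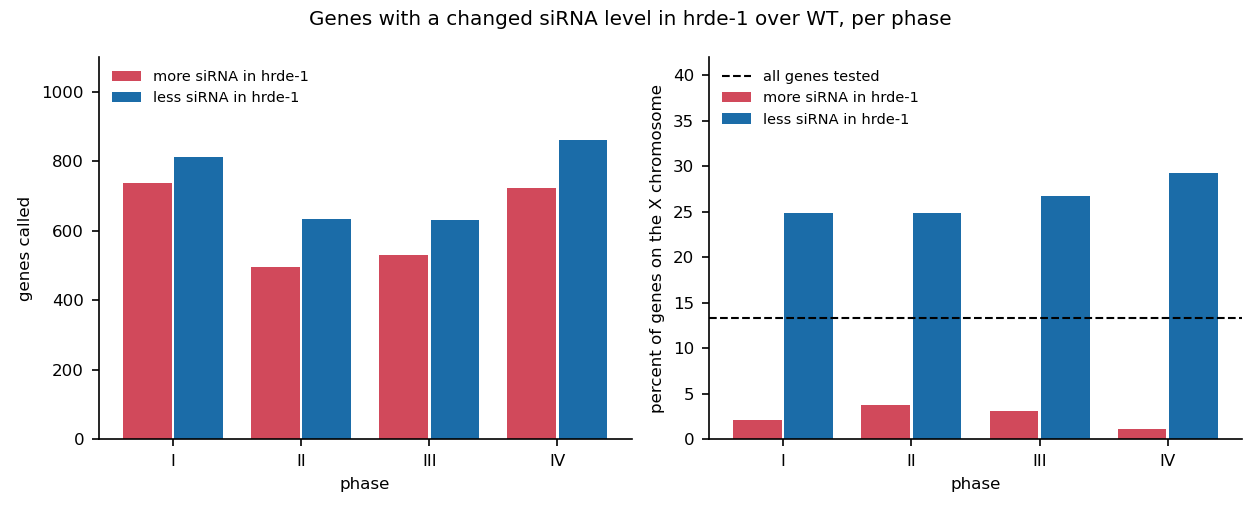
Left, number of genes (vertical axis) with more or less siRNA in hrde-1 than in WT in each of the 4 phases; right, percent of those genes on X (vertical axis), with a dashed line at the 13.3% of all tested genes. The lower genes outnumber the higher ones in each phase (813 against 738 in phase I) with the scaling as deposited, which median-ratio scaling turns in phases I and IV, and the X share is 1.13 to 3.70% among higher and 24.8 to 29.3% among lower genes.

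Nuclear RNAi-repressed heat-inducible genes (NHGs), for which heat raises mRNA in the mutant, were next considered as a group. The study chose the high-stringent NHGs by their mRNA in animals of this experiment, so that they are no independent evidence of a direction. In phase I their 38 measured members had a median log2 fold change of −0.06 in the mutant over WT, with 5 called higher and 8 lower, and the list did not pass (adjusted p = 0.25 in limma's camera test), though it did among members of at least 5 reads (−0.12, adjusted p = 0.68 with an estimated correlation). The median was −0.47 in phase II (4 higher, 14 lower), −0.88 in phase III (2 higher, 18 lower) and −1.01 in phase IV (3 higher, 19 lower), and the list passed in all 3 phases (adjusted p = 3.3e-11, 2.3e-20 and 4.6e-20 in limma's camera test with a preset correlation). With an estimated correlation the adjusted p was 0.11, 0.05 and 0.05. Adjusted over the list alone, 3 were higher and 20 lower in phase IV, which is likewise not independent evidence. Among members with at least 5 reads the medians were −0.70, −1.28 and −1.41 in phases II to IV. AC8.10 and AC8.3 had the same values in every library, as did AC8.11 and AC8.4, so that each pair is a single measurement. With such genes counted once, chosen after seeing the data, 36 members remained, of which 12, 16 and 17 were lower with medians of −0.45, −0.76 and −0.94, and the list passed in phases II to IV (adjusted p = 0.17, 0.05 and 0.05 with an estimated correlation). ZK262.9 (−3.19 in phase II, −4.31 in phase III), AC8.11 and AC8.4 (both −2.81 in phase II), F57G4.9 (−3.44 in phase III, −3.54 in phase IV), Y68A4A.13 (−3.35 in phase IV) and glit-1 (−4.37 in phase IV) had the lowest values, apart from the 6 genes described next. Of these, Y68A4A.13 and glit-1 were already low before the heat (−2.82 and −3.76 in phase I). They lay nearer to WT in phase III (−0.03 and −1.78). F41G4.5 (2.08 in phase II) and ZC15.1 (2.64 in phase III) went the other way. The study lists F41G4.5 at the retrotransposon CER12 and ZC15.1 next to it, so that they may share siRNAs. The 17 NHGs next to LTR retrotransposons, a subset, had medians of −0.62, −0.99 and −0.86 in phases II, III and IV, with 5, 8 and 8 members lower and 3, 2 and 2 higher. Adjusted p with an estimated correlation was 0.20, 0.09 and 0.09.

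**Figure D2:**
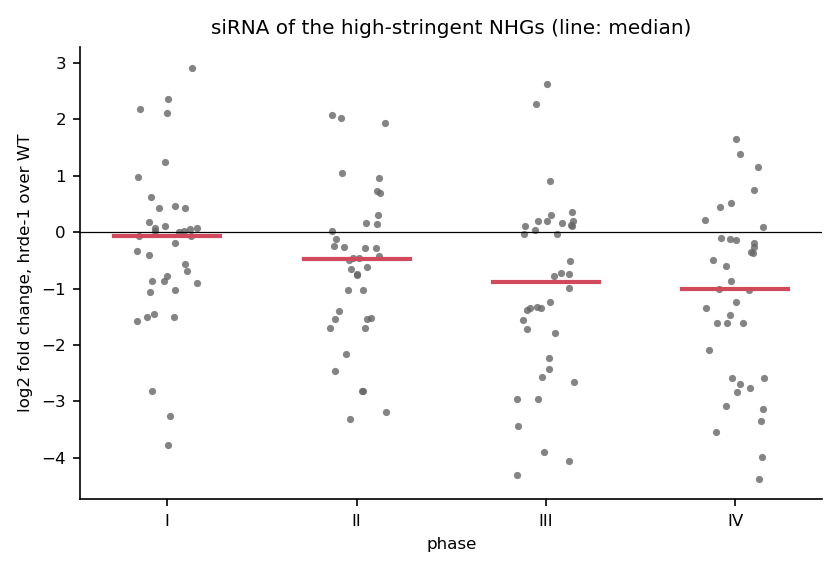
Each grey point is 1 of the 38 high-stringent NHGs; the vertical axis is the log2 fold change of its siRNA in hrde-1 over WT in the phase on the horizontal axis, with points spread sideways only for sight. The line marks the median, which was −0.06, −0.47, −0.88 and −1.01 in phases I to IV.

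A further list held 6 cumulative NHGs, named for mRNA that accumulated over the generations of heat. The study lists F41G4.7 and ZC15.3 at the retrotransposon CER12 and ZC15.10 next to it. How reads shared by copies of an element were treated is not given. These genes may thus not be separate measurements, which the counts and list tests do not allow for. Their siRNAs had a median log2 fold change of −0.31 in phase I (1 called lower), −1.53 in phase II (4 lower), −2.54 in phase III (5 lower) and −2.76 in phase IV (5 lower), with none higher. The list passed in each phase over all genes; adjusted p with an estimated correlation was 0.60, 0.05, 0.02 and 0.04, and in phase I the call was lost with median-ratio scaling. F41G4.7 (X, 16834896 to 16836404, minus strand) had 433 ± 38.6, 1015 ± 140, 916 ± 53.9 and 521 ± 78.3 RPKM in phases I to IV of WT, and 232 ± 33.2, 244 ± 120, 60.9 ± 7.2 and 32.1 ± 3.6 RPKM in those of the mutant. ZC15.3 (V, 20303588 to 20304908, plus strand) had 364 ± 39.3, 792 ± 121, 662 ± 68.6 and 417 ± 18.7 RPKM in WT and 247 ± 33.1, 278 ± 82.5, 123 ± 13.4 and 65.5 ± 21.9 RPKM in the mutant. C18D4.6 (V, 17535586 to 17538375, minus strand) had 114 ± 4.8 RPKM in WT and 110 ± 8.4 in the mutant in phase I, but 130 ± 29.2 and 17.7 ± 6.1 RPKM in phase IV (−2.83). F58H7.5 (IV, 919990 to 920808, plus strand) had 938 ± 73.5 and 992 ± 97.8 RPKM in phase I and 919 ± 60.2 and 331 ± 29.2 in phase IV. ZC15.10 (V, 20310736 to 20311656, plus strand) went from 593 ± 23.1 and 811 ± 154 to 492 ± 78.6 and 381.5 ± 61.3 RPKM. F40D4.13 (V, 17155874 to 17157254, minus strand) was low in the mutant from the start, with 521 ± 58.3 RPKM in WT and 53.9 ± 8.2 in the mutant in phase I (−3.25).

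**Figure D3:**
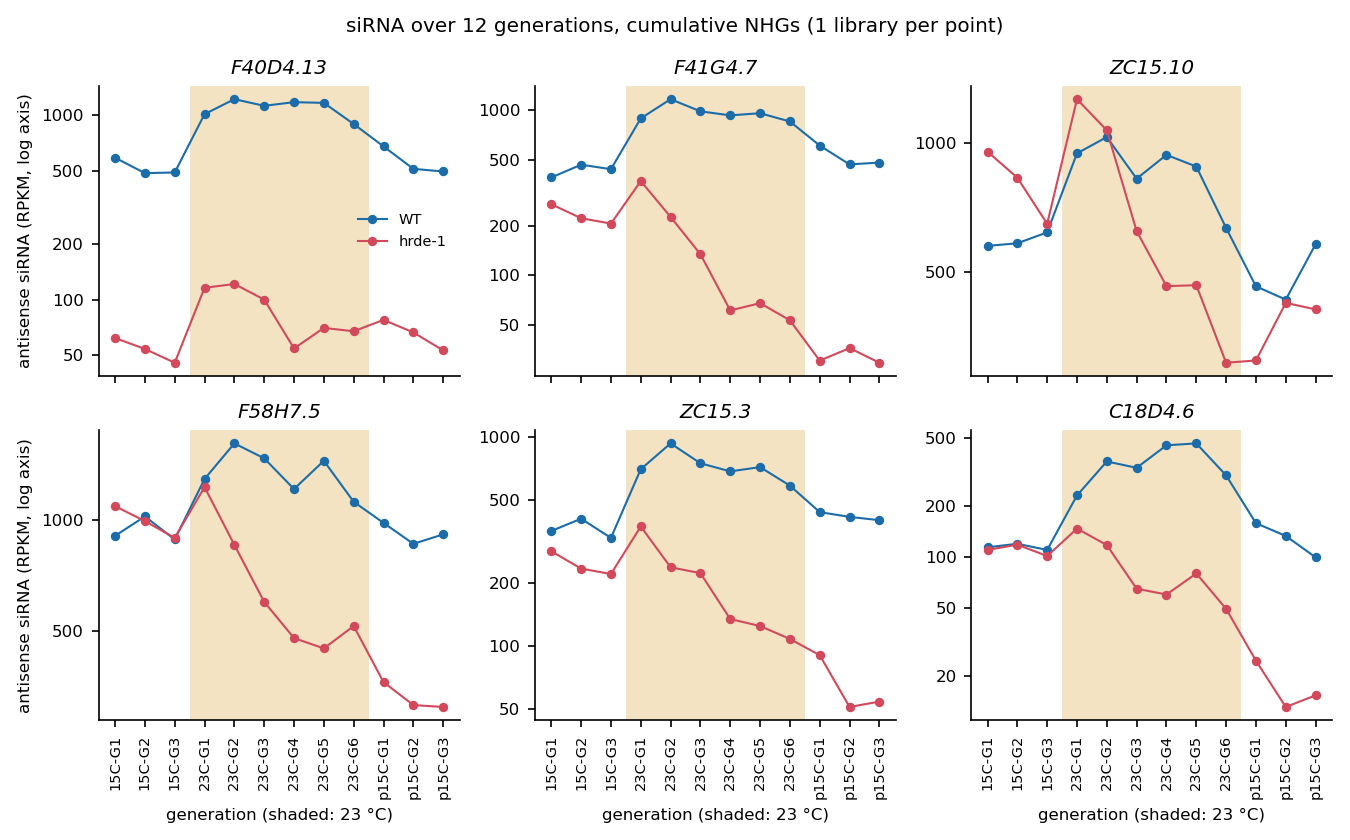
siRNA of the 6 cumulative NHGs in RPKM (vertical log axis) in each of the 12 generations (horizontal axis; the shaded ones were at 23 °C), with 1 library per point. At F41G4.7 WT rose from 392 in 15C-G1 to 1168 in 23C-G2 and was at 482 in p15C-G3, while the mutant went from 270 to 53.4 in 23C-G6 and 29.6 in p15C-G3.

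Among the lists of other genes, F-box genes, a large family of ubiquitin ligase adaptors, had less siRNA in the mutant. The median was −0.45 in phase I with 3 of 363 higher and 69 lower (3 and 73 adjusted over the list alone), and −0.42 in phase IV with 2 higher and 75 lower (4 and 81). Adjusted p was 0.20 and 0.09 with an estimated correlation, and over the 138 members with at least 5 reads the medians were −0.82 and −0.81 (0.03 in both phases). fbxa-166 (−4.67), fbxa-184 (−4.09) and fbxa-112 (−3.95) had the lowest values in phase I, and fbxa-120 was at −3.48 in phase I and −3.35 in phase IV. The medians of −0.02 and −0.04 in phases II and III hid 34 and 39 lower against 3 and 8 higher members, and the list passed (adjusted p = 0.37 in both with an estimated correlation). Those of at least 5 reads had medians of −0.32 and −0.45 there (0.15 in both). MATH and BATH genes, which encode substrate adaptors of another ubiquitin ligase, had medians of −0.45, −0.04, 0.01 and −0.26 with 11, 9, 11 and 10 members lower and 2, 0, 1 and 1 higher. Their mean in phase III was −0.19, and among members of at least 5 reads the medians were −0.29, −0.12, −0.26 and −0.25. The list passed in each phase, and adjusted p was 0.16, 0.14, 0.20 and 0.09 with an estimated correlation. math-43 (−2.25) and math-7 (−1.60) were lower and math-31 (1.99) and bath-36 (1.57) higher in phase I. The 10 ERGO-1-class loci, sources of primary siRNAs of the soma and embryo, had medians of −0.70, −0.66, −0.87 and −1.0, with 3, 1, 4 and 4 called lower. Adjusted p with an estimated correlation was 0.14, 0.05, 0.04 and 0.04, and the 9 members of at least 5 reads had medians of −0.88, −0.66, −0.83 and −0.99. E01G4.5 was at −2.47, −2.12 and −1.75 in phases I to III, and F39E9.7 (−1.24) and H16D19.4 (−1.16) fell in phase I.

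Histone genes had somewhat more siRNA in the mutant, with medians of 0.31, 0.26, 0.28 and 0.30 and with 6, 4, 4 and 3 of 70 called higher and none lower. Adjusted p was 0.12, 0.38, 0.37 and 0.26 with an estimated correlation, and members of at least 5 reads had medians of 0.37, 0.23, 0.27 and 0.33. With histone genes of the same values in every library counted once, 5, 3, 3 and 2 of 59 were higher. his-41 (2.71), his-70 (2.01), his-54 and his-52 (both 1.52) led in phase I. Spermatogenesis genes were higher in phase I, with a median of 0.69 and with 20 of 91 called higher and 2 lower (30 and 2 adjusted over the list alone), and in phase IV, with 0.56, 5 higher and 2 lower. Adjusted p was 0.43 and 0.60 with an estimated correlation, and members of at least 5 reads had medians of 1.26 and 0.74. spe-51 (2.47), the major sperm protein genes msp-3 (2.08) and msp-77 (2.00), and spe-18 (2.04) were among them, while spe-41 (−1.92) fell in phase IV. These siRNAs also varied between libraries of the same phase. Over the 48 members of at least 5 reads, the mean log2 level relative to all libraries was −0.98, 0.38 and 1.02 in 15C-G1 to G3 of the mutant, and −1.31, −0.65 and −0.63 in those of WT. Over 0.6 from their phase mean in this measure stood 15C-G1 (−1.12) and G3 (0.88) of the mutant and 23C-G2 (0.65), G5 (0.60) and G6 (−0.63) of WT. Without the furthest of each phase and genotype (mutant 15C-G1, WT 23C-G2 and WT 23C-G6), chosen after seeing the data, phase I had 1090 higher and 891 lower genes, and without mutant 15C-G3 alone it had 582 and 649.

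Mitotic and meiotic germline genes had medians of 0.28 and 0.21 in phases I and II with no member called (adjusted p = 0.30 and 0.72 with an estimated correlation; 0.26 and 0.28 among members of at least 5 reads), and the call of phase II was lost with median-ratio scaling. Oocyte and early embryo genes had medians of 0.30 and 0.37 in phases II and III (adjusted p = 0.33 in both with an estimated correlation; 0.35 and 0.50 among members of at least 5 reads), where egg-1 (1.09, phase II) and cav-1 (1.21, phase III) rose. Intestinal genes had a median of −0.27 in phase IV (adjusted p = 0.57 with an estimated correlation; −1.02 over 5 members of at least 5 reads), where the yolk protein genes vit-3 (−1.12) and vit-4 (−1.03) fell. RNAi pathway genes were at 0.10 in phase I, where they passed over all genes only (adjusted p = 0.72 with an estimated correlation), and −0.10 in phase IV, with the RNA-dependent RNA polymerase gene rrf-2 at −1.19 in phase I. Ribosomal protein genes (0.22), epidermis and cuticle genes (−0.33), neuronal genes (0.25) and C-type lectin genes (−0.35) passed in phase I over all genes but not among genes of at least 5 reads, with adjusted p of 0.11, 0.80, 0.20 and 0.79 with an estimated correlation. Of the neuronal and lectin genes, egl-21 (4.4), unc-104 (2.9), unc-17 (−2.05), clec-157 (3.01) and clec-238 (−4.32) were called. Muscle genes (−0.29) did not pass in phase I, and heat shock genes (−0.19) passed in phase IV over all genes only (adjusted p = 0.43 with an estimated correlation). Median log2 fold changes of all tested genes were −0.19, 0.14, 0.11 and 0.07 in the 4 phases and 0.12, 0.08, 0.04 and −0.01 among genes of at least 5 reads, against which the list medians are to be read. Of 180 list tests over 10 comparisons 62.2% passed, and 21 passed with an estimated correlation, and 66 of 170 passed among genes of at least 5 reads, where 63 of the tests passed both ways, always in the same direction. With both an estimated correlation and at least 5 reads, F-box genes in phases I and IV passed and no other list did.

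The difference between the genotypes was itself compared between phases IV and I. It was higher in phase IV at 147 genes and lower at 98, which turned to 83 and 115 with median-ratio scaling, to 79 and 113 with the read floor taken off and to 174 and 73 with median-ratio scaling over genes of at least 5 reads. nadk-1 gained 5.86 ± 0.65, Y62E10A.18 gained 4.87 ± 0.69, Y47A7.2 gained 4.86 ± 0.69, epic-3 gained 4.85 ± 0.92 and htrl-1 gained 4.68 ± 0.84 on the log2 scale. Y53F4B.10 (−4.01 ± 0.56), the histone methyltransferase family gene dot-1.3 (−3.45 ± 0.63), C44B12.6 (−3.42 ± 0.39), W09C5.9 (−3.18 ± 0.66) and W02A2.8 (−3.14 ± 0.43) lost most. Of these, dot-1.3 varied with spermatogenesis siRNAs between libraries of the same temperature, as described below.

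To examine the effect of temperature, 23C-G2 to G6 were compared with 15C-G1 to G3 within each genotype. 23C-G1 was left out since these animals began at 15 °C. In WT, siRNAs of 782 genes were higher and those of 524 lower at 23 °C (n = 5 against 3). Over all genes the median was 0.10, and 0.012 among genes of at least 5 reads. Y76B12C.4 had 236 ± 120 RPKM at 23 °C against 4.6 ± 2.27 at 15 °C (5.22 ± 0.67), rising over the generations from 12.9 in 23C-G1 to 343 in 23C-G4. F56D2.3 (3.92 ± 0.35), Y53F4B.11 (3.81 ± 0.37), the neuropeptide-processing gene egl-21 (3.64 ± 0.32) and mecr-2 (3.64 ± 0.28) were also higher. eri-12 had 14.9 ± 5.5 RPKM at 23 °C against 400 ± 39.2 at 15 °C (−4.73 ± 0.26), and the cathepsin-like gene tag-196 (−4.85 ± 0.33), the acetylcholine transporter gene unc-17 (−4.77 ± 0.47), the astacin protease gene nas-28 (−4.72 ± 0.39) and gtnt-50 (−4.51 ± 0.68) fell as well. High-stringent NHGs had more siRNA at 23 °C, with a median of 0.52, 9 higher and 1 lower (adjusted p = 0.28 with an estimated correlation), as did their LTR-linked subset (0.81, 6 higher, none lower, 0.20) and the 6 cumulative NHGs (1.05, 3 higher, none lower, 0.19). glit-1 (1.81), C18D4.6 (1.71), C44B12.6 (1.33), ZK262.9 (1.28), F41G4.7 (1.17) and F40D4.13 (1.10) rose, ZC15.3 was at 1.0, and Y68A4A.13 (−1.66) fell.

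Spermatogenesis genes also had a higher median in WT at 23 °C (0.58, 5 higher and none lower, spe-6 2.05, adjusted p = 0.69 with an estimated correlation; 0.82 among members of at least 5 reads). Epidermis and cuticle genes had a median of 0.15, with the collagen genes col-162 (3.46), col-161 (2.99), col-45 (2.49) and col-104 (2.00) among 15 higher members and none lower (0.65), and a median of 0.94 over the 17 members of at least 5 reads. F-box genes had 12 higher and 43 lower members and a median of −0.03 (0.33), which was −0.29 with at least 5 reads, with fbxa-61 at −3.67 and fbxa-179 at −3.13. Germline genes had a median of −0.17 with no member called (0.37; −0.22 with at least 5 reads). The small heat shock genes hsp-16.11 (3.16), hsp-16.1 (2.57), hsp-16.48 and hsp-16.49 (both 2.31) were the 4 of 20 heat shock genes called, and all rose; that list (0.12) passed only over all genes, with an adjusted p of 0.47 with an estimated correlation, and lost its call with genes of the same values counted once. Of RNAi pathway genes (median −0.07), the Argonaute gene sago-1 (−2.61) and the intestinal RNA import gene sid-2 (−1.13) fell.

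In the mutant, 736 genes had more and 535 had less siRNA at 23 °C than at 15 °C. nadk-1 had 439 ± 196 RPKM against 4.93 ± 1.32 (6.09 ± 0.37), and ZK228.4 had 641 ± 143 against 13.4 ± 2.5 RPKM (5.46 ± 0.46). Y76B12C.4 (5.81 ± 0.67), F21D9.8 (5.67 ± 0.50) and ZC123.1 (5.05 ± 0.29) were higher, and eri-12 (−4.64 ± 0.26), fbxa-61 (−4.16 ± 0.36), nspg-7.1 (−3.97 ± 0.56), the co-SMAD gene sma-4 (−3.59 ± 0.34) and the SNAP-25 gene ric-4 (−3.5 ± 0.52) lower. hsp-16.48 rose by 3.46. The median over all genes was 0.31, against −0.06 with median-ratio scaling or among genes of at least 5 reads. The split became 300 higher and 1340 lower with median-ratio scaling, and 496 and 835 with the read floor taken off. The cumulative NHGs had a median of −0.62, with F41G4.7 (−1.31) called lower and F58H7.5 at −0.81, ZC15.3 at −0.63 and C18D4.6 at −0.61 (adjusted p = 0.33 with an estimated correlation). The high-stringent NHGs were at −0.32 with 5 higher and 7 lower (0.43), a call lost among genes of at least 5 reads (−0.43), and the median turned to 0.015 with the generation as a block; F57G4.9 (−2.22) and Y53F4B.10 (−2.16) fell and glit-1 (3.63) rose. Epidermis and cuticle genes had a median of 0.53 with 14 higher and none lower (col-89 2.44, col-111 2.22, col-132 2.13, dpy-10 1.52), an adjusted p of 0.43 with an estimated correlation, and 0.97 among members of at least 5 reads. Germline genes had a median of −0.31 with no member called (0.11; −0.33 with at least 5 reads). Ribosomal protein genes (−0.12, 0.05) passed over all genes but not among those of at least 5 reads. Heat shock genes had 8 higher and none lower and did not pass (adjusted p = 0.43 with the preset and 0.79 with an estimated correlation). Of the RNAi pathway genes, sago-1 (−1.86), sid-2 (−1.25) and the small RNA methyltransferase gene henn-1 (−1.04) fell, and of neuronal genes unc-104 (−3.31) fell with ric-4.

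Both genotypes shared 275 genes higher at 23 °C, where 29.0 were expected from independent lists, and 214 lower ones, where 14.1 were expected. The fold changes correlated across genes (r = 0.56), which are not independent replicates. The temperature effect itself differed between the genotypes at 499 genes, higher in the mutant at 220 and lower at 279. This became 103 and 600 with median-ratio scaling and 132 and 327 with the read floor taken off. The median difference was 0.22 over all genes and −0.063 among genes of at least 5 reads. The largest differences were at nadk-1 (7.09 ± 0.53), ZK228.4 (5.92 ± 0.65), ZK228.1 (4.75 ± 0.45), htrl-1 (4.65 ± 0.63) and fbxa-60 (4.51 ± 0.47), and at C07G1.7 (−4.70 ± 0.71), T05C3.6 (−4.58 ± 0.58), the aldolase gene aldo-1 (−4.15 ± 0.69), the cathepsin B-like gene cpr-9 (−3.77 ± 0.50) and ZC84.7 (−3.60 ± 0.49). The fitted effects had opposite signs in the genotypes at 138 of the 220 genes and at 174 of the 279, but only 6 and 18 were called in opposite directions, so that most of these signs rest on effects not called in both. The high-stringent NHGs had a median difference of −0.52 with 2 higher and 13 lower (2 and 15 adjusted over the list alone; 2 and 12 with genes of the same values counted once; adjusted p = 0.11 with an estimated correlation; −0.66 with at least 5 reads), their LTR-linked subset −1.04 with 7 lower (0.09) and the cumulative NHGs −1.49 with 4 lower (0.05). C44B12.6 (−3.40), Y53F4B.10 (−3.13), ZK262.9 (−2.90), F41G4.7 (−2.48), C18D4.6 (−2.33), ZC15.3 (−1.63) and F58H7.5 (−1.35) were called. F-box genes had a median of 0.40 with 20 higher and 6 lower (35 and 7 adjusted over the list alone; adjusted p = 0.60 with an estimated correlation; 0.33 with at least 5 reads), among them fbxa-59 (3.31), fbxa-55 (2.89) and fbxa-58 (2.59) beside fbxa-60. Spermatogenesis genes were at −0.61 with 3 lower (0.43; −1.09 with at least 5 reads) and neuronal genes at −0.15 with 1 higher and 3 lower (0.12; −0.62 with at least 5 reads). Ribosomal protein genes (−0.23) passed over all genes but not among those of at least 5 reads.

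To see what stayed changed after the return, p15C-G1 to G3 were compared with 15C-G1 to G3 (n = 3 against 3). In WT, 487 genes had more and 224 less siRNA than before the heat. dot-1.3 had 36.1 ± 11.2 RPKM against 3.92 ± 1.63 (2.92 ± 0.49), followed by Y76B12C.4 (2.91 ± 0.75), F19C7.5 (2.87 ± 0.74), dbd-8 (2.83 ± 0.66) and the lectin gene clec-157 (2.78 ± 0.50). Of these, dot-1.3, F19C7.5 and clec-157 also varied within a temperature. In WT at 23 °C they were highest in 23C-G2 and 23C-G5, as spermatogenesis siRNAs were. F19C7.5 had 108.7 RPKM in WT 23C-G2 and 7.40 in WT 23C-G6. For these genes such variation cannot be told apart from a lasting change. gtnt-50 (−2.63 ± 0.76), unc-17 (−2.48 ± 0.53), the riboflavin transporter gene rft-1 (−2.44 ± 0.26), the neuropeptide-like gene nlp-88 (−2.43 ± 0.67) and the zinc finger gene fezf-1 (−2.14 ± 0.30) were lower. The split was 807 and 76 with median-ratio scaling, 345 and 388 when that scaling used genes of at least 5 reads, and 304 and 54 with the read floor taken off. All genes had a median of −0.13, and those of at least 5 reads one of 0.14. Of the 711 genes 233 had fewer than 5 reads, only 269 were called when such genes were left out, and 157 without WT p15C-G2, the deepest library, against 221 to 567 without another of the 6 libraries. The cumulative NHGs (median 0.13) did not pass. The LTR-linked NHGs had a median of 0.25 with ZC15.1 (1.33) and F41G4.5 (1.09) higher (adjusted p = 0.43 with an estimated correlation), a call lost with the read floor taken off. Spermatogenesis genes had a median of 0.75 with 11 higher, among them ssp-35 (2.04) and spe-18 (1.88), and none lower (0.42; 1.11 with at least 5 reads). Intestinal genes had one of 0.50 with the yolk protein gene vit-6 (1.01) higher (0.20; 0.81 with at least 5 reads). Muscle genes, which were tested over all genes only, passed with a median of −0.42 and no member called (0.60), which removal of the read floor turned to 0.18.

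In the mutant, 237 genes had more and 126 less siRNA after the return than before the heat. Here the median was −0.029 over all genes and 0.011 among genes of at least 5 reads. grl-18 had 456 ± 99.2 RPKM against 8.63 ± 3.74 (5.63 ± 0.61) and nadk-1 had 284 ± 148 against 4.93 ± 1.32 RPKM (5.47 ± 0.42), followed by dbd-8 (5.36 ± 0.66), Y76B12C.4 (5.00 ± 0.75) and ZK228.10 (4.57 ± 0.31). C40A11.7 had 44.8 ± 22.6 RPKM against 743 ± 73.0 (−4.14 ± 0.87), followed by Y53F4B.10 (−3.52 ± 0.51), C40A11.6 (−3.36 ± 0.59), C44B12.6 (−3.28 ± 0.27) and F57G4.9 (−3.22 ± 0.40). Of the high-stringent NHGs 1 was higher and 14 lower (1 and 13, with a median of −0.41, when genes of the same values were counted once; median −0.64, adjusted p = 0.05 with an estimated correlation; −0.76 with at least 5 reads), and of their LTR-linked subset 7 were lower (−0.70, 0.11). Of the cumulative NHGs 5 were lower (−1.76, 0.04), with F41G4.7 at −2.82, C18D4.6 at −2.61, ZC15.3 at −1.94 and F58H7.5 at −1.58. F-box genes passed with a median of −0.04, 6 higher and 7 lower (0.60; −0.15 with at least 5 reads), as did MATH and BATH genes with −0.04 and 1 lower (0.36; −0.12), heat shock genes with −0.13 and none called (0.37; −0.30) and spermatogenesis genes with 0.53 and 1 higher (0.47; 0.66).

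The change after the return differed between the genotypes at 209 genes, higher in the mutant at 124 and lower at 85. This became 68 and 109 with median-ratio scaling, 159 and 60 with that scaling over genes of at least 5 reads, and 61 and 78 with the read floor taken off. Across all genes the median difference was 0.15, and −0.14 among genes of at least 5 reads. This is the same contrast of the same 12 libraries as that of phases IV and I above, with the same fold changes and no second result; only the model, and so the errors and counts, differ (nadk-1 5.86 ± 0.59, Y53F4B.10 −4.01 ± 0.72). None of the high-stringent NHGs was higher and 14 were lower (13 with genes of the same values counted once; median −0.74, adjusted p = 0.07 with an estimated correlation), as were 8 of the LTR-linked ones (−1.05, 0.07) and 4 of the cumulative ones (−1.85, 0.05). Intestinal genes had a median of −0.38 with no member called (0.26; −1.04 with at least 5 reads). Genes higher at 23 °C and also after the return numbered 199 in WT, against 19.2 expected from independent lists, and 159 in the mutant, against 8.79. Genes lower in both numbered 65 and 73, against 5.92 and 3.4. Both comparisons used the same 15 °C libraries, and the 3 controls are too few to be split into parts of at least 2, so that part of the excess may come from them. Over the 7412 genes of at least 5 reads, r across genes was 0.56 in WT and 0.57 in the mutant, against 0.56 in both for simulated unchanged groups, and the covariance was 0.243 and 0.261 against 0.055 and 0.056 in 20 simulations. The share of genes with the same sign was 62.5% in WT and 62.9% in the mutant, under the 68.8 and 69.1% of the simulated groups.

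Finally, the course over the 6 generations at 23 °C was fitted as a slope per genotype. The fit included 23C-G1, whose animals began at 15 °C, so that a slope can hold part of the change of temperature. In WT 38 genes rose and 65 fell with the generation, and in the mutant 141 rose and 91 fell. The slopes differed between the genotypes at 34 genes, with the slope of the mutant minus that of WT positive at 22 and negative at 12, whichever genotype changed. At nhr-64, for example, WT fell (−0.46 log2 units per generation) while the slope of the mutant was 0.077 and not called. epic-3 had 5.5 RPKM in 23C-G1 and 285 in 23C-G6 of the mutant, a difference in slope of 1.39 ± 0.22 log2 units per generation. htrl-1 (0.998 ± 0.18), nadk-1 (0.996 ± 0.13), Y47A7.2 (0.92 ± 0.14) and grl-18 (0.85 ± 0.12) followed. In the mutant nadk-1 went from 41 to 644 RPKM while in WT it stayed between 61.1 and 210 RPKM over the 12 generations. C48B6.9 (−0.88 ± 0.16), Y53F4B.10 (−0.71 ± 0.11), F16B4.5 (−0.69 ± 0.10), T05C3.6 (−0.66 ± 0.12) and R12B2.2 (−0.63 ± 0.11) went the other way. Of the cumulative NHGs, F41G4.7 (−0.54 ± 0.08, adjusted p = 0.011 in limma) and ZC15.10 (−0.31 ± 0.06, adjusted p = 0.048) were called, while ZC15.3 (−0.28), C18D4.6 (−0.37), F58H7.5 (−0.22) and F40D4.13 (−0.17) were not. Within the mutant, slopes were −0.58 ± 0.06 at F41G4.7, −0.41 ± 0.04 at ZC15.10, −0.35 ± 0.04 at ZC15.3 and −0.27 ± 0.05 at F58H7.5. epic-3 sat at the read floor in 15 of the 24 libraries, htrl-1 in 9 and grl-18 in 7. The count of 34 rests on few libraries and on the scaling, as it was 1 with median-ratio scaling and 2 without WT 23C-G1.

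**Figure D4:**
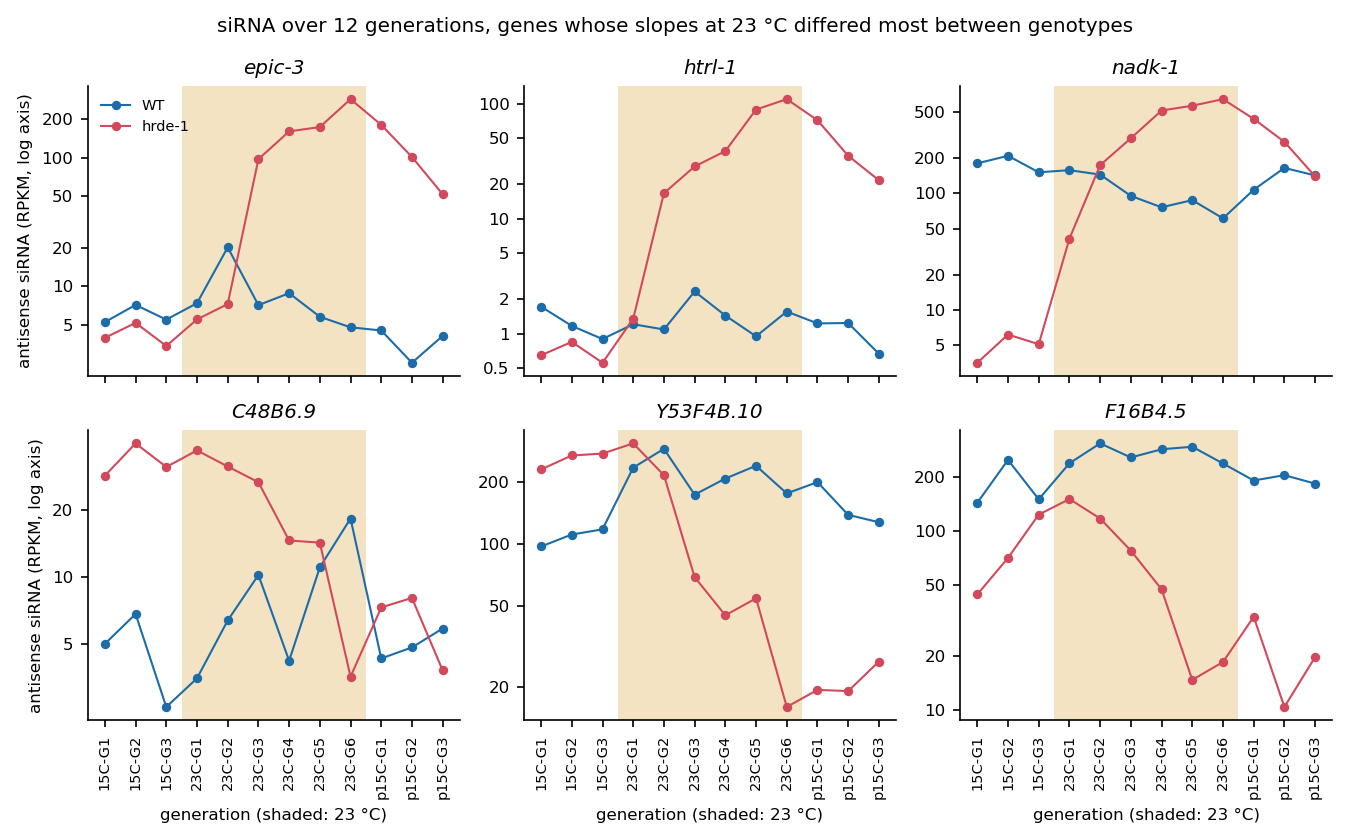
siRNA in RPKM (vertical log axis) in each of the 12 generations (horizontal axis; the shaded ones were at 23 °C) of the 3 genes with the largest difference in slope upward (top) and downward (bottom), with 1 library per point. In hrde-1, nadk-1 climbed from 41 in 23C-G1 to 644 in 23C-G6 and Y53F4B.10 went from 308 to 16.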

Values the study reported

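At a minimal change of 2.0-fold and an FDR of at most 0.1, the study reported 250–571 genes with increased and 291–650 genes with decreased siRNA in the hrde-1 mutant over WT across its 4 phases. It reported that the genes with increased siRNA were 5.6–27.6 fold rarer on the X chromosome than a random distribution would give. The study named 288 NHGs, of which 41 were high-stringent.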

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

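Chosen only after the results were seen were the test with the read floor taken off, the tests of few reads and of spermatogenesis siRNAs for the X chromosome, the 3 tests of the return to 15 °C in WT, and the reassignment of whole generations; the lists, comparisons and other tests were fixed before the data were examined.

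The temperature response differed between the genotypes, by limma's interaction test, at nadk-1 (7.09), ZK228.4 (5.92), ZK228.1 (4.75), htrl-1 (4.65), fbxa-60 (4.51), C07G1.7 (−4.70), T05C3.6 (−4.58), aldo-1 (−4.15), cpr-9 (−3.77) and ZC84.7 (−3.60), and at the cumulative NHGs F41G4.7 (−2.48), C18D4.6 (−2.33), ZC15.3 (−1.63) and F58H7.5 (−1.35). What stayed after the return to 15 °C differed at nadk-1 (5.86), Y62E10A.18 (4.87), Y47A7.2 (4.86), epic-3 (4.85), htrl-1 (4.68), Y53F4B.10 (−4.01), dot-1.3 (−3.45), C44B12.6 (−3.42), W09C5.9 (−3.18), W02A2.8 (−3.14), F41G4.7 (−3.07), C18D4.6 (−2.77), ZC15.3 (−2.14) and F58H7.5 (−1.55). Slopes at 23 °C differed at epic-3 (1.39), htrl-1 (0.998), nadk-1 (0.996), Y47A7.2 (0.92), grl-18 (0.85), C48B6.9 (−0.88), Y53F4B.10 (−0.71), F16B4.5 (−0.69), T05C3.6 (−0.66), R12B2.2 (−0.63), F41G4.7 (−0.54) and ZC15.10 (−0.31) log2 units per generation. Among lists, the temperature response differed with an estimated correlation for the LTR-linked NHGs (median −1.04), the cumulative NHGs (−1.49) and ribosomal protein genes (−0.23, not among genes of at least 5 reads), and the change after the return for the high-stringent (−0.74), LTR-linked (−1.05) and cumulative NHGs (−1.85). Among the 6 libraries of each genotype at 23 °C, none of 54 tests for a single distant value found one, where chance gives 2.7; groups of 3 libraries were not tested in this way.

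Over the generations at 23 °C the siRNAs of the high-stringent NHGs went down in the mutant, with a median slope of −0.13 log2 units per generation (27 of 32 members of at least 5 reads negative, against a median of −0.05 and 28 of 32 in WT; 25 of 30 in the mutant with genes of the same values counted once). Scaling to total reads is argued against for the median in the mutant, as all genes of at least 5 reads had a median slope of −0.0065 there. The siRNA level of the genes does not account for the median in the mutant either. It lay at percentile 0 of 10000 lists matched on level, whose medians ranged from −0.062 to 0.071. That test used the slopes of the mutant only, and the difference in slope between genotypes was not tested for the list. With the read floor taken off, the NHG median in phase IV was −1.21. That is a fold of the mutant over WT and not a slope, so it does not test the floor for the slopes at 23 °C. An effect of the genotype, such as less siRNA amplification at heated targets without HRDE-1, may be a hypothesis and was not tested.

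Genes on X were rare among those with more siRNA in the mutant and common among those with less. Few reads on X genes do not account for it, as the highest of the 4 odds ratios among genes of at least 5 reads was 0.268. More spermatogenesis siRNAs in the mutant libraries do not account for all of the X deficit among genes with more siRNA. The odds ratio was 0.205 in phase III and 0.245 in phase II, where that list had medians of 0.13 and 0.15. It was lower, at 0.133 and 0.0717, in phases I and IV, where the medians were 0.69 and 0.56, so that a part in those phases stays open. The X excess among genes with less siRNA was not tested in this way. A strain difference in 1 region of X is also argued against, since in 16 of 18 windows of 1 Mb the share of genes with less siRNA lay above the 2.61% of the autosomes. A role of HRDE-1 that differs between X and the autosomes may be a hypothesis and stays open, as untested.

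In WT, many genes differed after the return from the earlier generations at 15 °C, although the temperature was the same. For genes of at least 5 reads the read floor is argued against as the whole cause, since with 1 read taken off every value 247 of all 7410 tested were called, against at most 3 in any other split of the 6 libraries (10 splits in all). Of the 478 called before, 214 were called again. The other 264 calls all ended on the adjusted p and none on the fold: their median log2 fold, which grows when 1 read is taken off, went from 1.40 to 1.80, and their median SE from 0.50 to 0.68. For genes under 5 reads the floor cannot be told apart from a real change, as such genes lie near it: 111 were called with it taken off (233 before, of which 56 were called again), and in simulated data 89 of 92 false calls were of such genes, 86 of them lower. Without WT p15C-G2, the deepest library, 157 genes were called, but without p15C-G3, 15C-G1 or 15C-G2 the count was 221, 241 or 262, so that the drop is not particular to the deepest library. Depth also differed between the arms, which the splits do not test. WT had 371000 to 505200 reads in 15C and 587900 to 1053500 in p15C. The balance of higher and lower calls moved with the scaling, as given above. Spermatogenesis siRNAs stood at −1.31, −0.65 and −0.63 in WT 15C-G1 to G3 and at 0.19, −0.26 and 0.31 in p15C-G1 to G3. Among the genes named for the return in WT, dot-1.3, F19C7.5 and clec-157 varied with them. What part these differences and the deepest library set cannot be told apart from a lasting effect of heat with 3 libraries per arm.

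Chance in the assignment of libraries to groups was argued against for the mean of the 4 phases. It had 1172 genes against at most 169 in 100 draws (1 draw as large, the real one). The same held for the temperature response, with 56 splits and 1 as large in each genotype. WT had 1306 genes against at most 388 and the mutant 1271 against at most 496. Other splits mix libraries that differ, which widens the spread, and successive generations of 1 lineage are not exchangeable. A drift with time or a difference between lineages is thus not excluded by these counts. In each single phase and for the return to 15 °C, 10 splits are too few for a share under 0.05. The real counts were 1551, 1131, 1161 and 1586 in phases I to IV, with 1 gene at most in the other splits, and 711 in WT and 363 in the mutant, with 5 and 8 genes at most. Swapping genotypes within a temperature gave 1617 genes at most for the temperature interaction (8 of 100 draws as large as the real 499), 2983 for phase IV minus phase I (10 of 100, real 245), 2942 for the return (11 of 100, real 209) and 1785 for the slopes (4 of 32, real 34). Such swaps set libraries of different genotypes against each other, so these counts point to the large difference between the genotypes as a structure of the samples, and chance is not excluded by them. When whole generations were reassigned, keeping the genotypes, other splits gave at most 2 genes for the temperature interaction (56 splits, 1 as large). Other draws gave at most 15 for the slopes (100 draws, 1 as large). This argues against a chance order of the generations only, as a drift with time would give the same result. The 34 slopes also fell to 1 with median-ratio scaling and to 2 without WT 23C-G1. For the return and for phase IV minus phase I, 10 splits were too few (1 gene at most).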

How the results depend on the processing

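The minimum of 5 reads, removal of the read floor, median-ratio scaling over genes of at least 5 reads, leaving out libraries apart in spermatogenesis siRNAs (the furthest of each genotype and phase) and counting genes of the same values once were chosen only after the results were seen; all other alternatives were fixed before.

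Of 416 values of 32 results under these settings, 385 kept their direction and side of the threshold, or a count within 1.5 times, as did 255 of 264 with 1 library left out; no named gene changed direction while called, but some lost their call: of the values of named genes, 53 did with a pseudocount of 10 RPKM, 28 with median-ratio scaling, 26 with the read floor taken off, 26 with the generation as a block and 23 without the libraries apart in spermatogenesis siRNAs, and 39 at the lowest and 36 at the highest value with 1 library left out. A pseudocount of 0.1 RPKM gave 1080 genes for the return in WT. With one of 10 RPKM, phase I had 475 higher and 439 lower genes, phase II 378 lower, phase IV 459 lower, the mean of 4 phases 729, temperature 623 in WT and 559 in the mutant, and the return in WT 131, where a larger pseudocount shrinks folds of low genes by construction. A minimum of 10 RPKM gave 223 genes for the return in WT, 71 passing lists and an NHG median in phase I of −0.062 that passed. Median-ratio scaling gave 1128 higher and 509 lower genes in phase I and 1 slope. A minimum of 5 reads gave 269 for the return in WT, 52 slopes, 66 passing lists, and NHG medians of −0.12 in phase I, which passed, and −0.43 for temperature in the mutant, which did not. With the read floor taken off, the mean of 4 phases had 1909 genes, the return in WT 358, its difference between genotypes 139 and the slopes 18, and the NHG medians were −0.018 in phase I, which passed, and −0.44 for temperature in the mutant, which did not. Without the libraries apart in spermatogenesis siRNAs the NHG median in phase I was −0.10 and passed. Except for the pseudocount, the cause was not tested. No filter, every transcript, only the libraries of a comparison (not run for the mean of 4 phases and the slopes), 23C-G1 counted with G2 to G6 (temperature counts only), median-ratio scaling over genes of at least 5 reads, and 1 gene kept of those with the same values in every library (29 genes of at least 5 reads left out) moved none of these results past their limits.

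With the generation as a block, temperature in the mutant had 815 genes, the return in WT 280 and the slopes 67, and the NHG median for temperature in the mutant turned to 0.015, a fit that uses only generation numbers found at both temperatures. The labels do not pair libraries of the 2 genotypes of the same generation, and not every pair had a correlation of deviations over 0.1, so that they were not taken as pairs. Of 12 pairs 7 were over 0.1 (0.016 to 0.30 in all), among them the 3 of phase I, and 8 correlated best with their own number, a hint from the data at some pairing. With the block, phase I had 834 higher and 850 lower genes.

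With 1 library left out, the return in WT had 157 (without WT p15C-G2) to 567 genes (without p15C-G1), with 241, 262 and 349 without WT 15C-G1, G2 and G3 and 221 without p15C-G3. The slopes numbered 2 (without WT 23C-G1) to 42 (without WT 23C-G5), with 20 without WT 23C-G6 and 12 without hrde-1 23C-G1. The NHG median in phase I ranged from −0.20 to 0.030, and passed without hrde-1 15C-G1 (−0.10). Depth limits genes under 5 reads most: 12427 of the 19839 tested.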

Other observations

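The tests of neighbouring genes and of genes raised by heat in WT were fixed before their results were seen; the genes and chromosomes described in the next paragraph were picked after their values were seen.

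Some genes followed the temperature in both genotypes. siRNA over eri-12 came back after the heat: it was 355 to 425 RPKM in the first 15 °C generations of WT, 8.1 to 20.1 at 23 °C and 429 to 619 after the return, and 194 to 327, 6.8 to 13.6 and 231 to 317 RPKM in the mutant. Y76B12C.4 climbed over the generations in both, to 343 RPKM in WT 23C-G4 and 438 in hrde-1 23C-G6, but had not come back by p15C-G3, with 12.28 and 83.66 RPKM there against 2.74 to 7.13 and 1.98 to 5.12 before the heat. Others changed in the mutant alone, by the interaction test, and at their own pace. ZK228.4 was at 161 RPKM in 23C-G1 and 460 in 23C-G2, epic-3 was at 7.3 in 23C-G2 and 97.4 in 23C-G3, and grl-18 went on from 284 in 23C-G6 to 567 in p15C-G1. Besides X, chromosome V held 16.6 to 18.5% of the genes with more siRNA in the mutant in the 4 phases, against 25.2% of the tested genes, and chromosome IV held 9.2 to 10.6% of those with less, against 16.3%; these shares were not tested.

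A hypothesis was that neighbouring genes change together. In the mean of the 4 phases, 67 of 9892 neighbouring pairs on the same strand were called in the same direction (29 higher, 38 lower) against a mean of 21.3 and at most 37 in 1000 shuffles, with 14 in opposite directions. On opposite strands 58 of 7030 pairs were called alike (17 higher, 41 lower) against 15.27 and at most 28, with 5 in opposite directions. Both are consistent with changes that reach over single genes, but readthrough, overlapping annotations or gene families in tandem were not separated.

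A further hypothesis was that siRNAs that rise with heat in WT are those the mutant loses over the generations. Of 782 genes higher at 23 °C in WT and 126 genes lower after the return in the mutant, 17 were shared where 4.97 were expected (Fisher's exact test, two-sided, p = 9.3e-06), and the comparisons share no library. They were F41G4.7, K09E3.2, ZK262.9, F57G4.5, C44B12.6, C18D4.6, fbxa-52, W09C5.9, W02A2.8, dyf-17, W04B5.3, F31E9.6, dhs-19, C18H2.4, T22B7.3, cki-1 and fbxc-8, of which 5 are high-stringent NHGs. The expected number takes all 19839 tested genes as equally likely to be called. Genes under 5 reads were called less often, so that this number is too low. None was reckoned among genes of at least 5 reads. The overlap was thus above the expected number for a small part of either set, as 17 of 126 were shared. It does not decide the hypothesis.

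The lowest count of genes with more siRNA in the mutant here was 496. That is higher than the lowest value quoted from the study above. The lowest count of genes with less siRNA here was 630. That is higher than the lowest value quoted from the study above. Both of these counts still lie within the ranges quoted above, while the highest counts here, 738 with more and 862 with less siRNA, lie above them. The study also reported that its genes with less siRNA grew in number from each phase to the next. That steady rise was not seen with the values as deposited, where phases I to IV had 813, 635, 630 and 862 such genes. The count of phase I moved with the scaling and the pseudocount, as given above. These counts thus do not settle whether such a rise is in the data. The test behind the quoted counts is not given in the sources used here and RPKM do not allow a count test. The difference may thus come from the test or from the scaling. The X share of the genes with more siRNA was 3.60 to 11.8 times under that of the tested genes. Both ends are lower than the values quoted from the study above. The upper end rests on 8 genes on X in phase IV, whose share was 1.13%, and 0.65% without WT p15C-G2. Among genes of at least 5 reads the range was 3.35 to 14.4 times.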
